A study of Mus musculus with 4 samples. Its data were reported in "H3K4 mono- and di-methyltransferase MLL4 is required for enhancer activation during cell differentiation" (2013).

How the data were processed

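RNA-Seq was performed on 4 libraries of mouse cells, with 1 library in each of 4 groups. The cells were immortalized brown preadipocytes, the precursors of heat-producing brown fat cells, isolated from late-gestation embryos and immortalized with SV40 large T antigen. Their genotype was Mll3-/-;Mll4f/f. MLL3 and MLL4 are the histone H3K4 methyltransferases encoded by Kmt2c and Kmt2d, and the floxed Mll4 allele loses a block of exons when Cre recombinase is present. Cells were infected with an adenovirus expressing green fluorescent protein (GFP), which leaves Mll4 intact, or with an adenovirus expressing Cre, which deletes it. Cells given each adenovirus were profiled as preadipocytes and as D5 myocytes. The myocytes were collected 5 days after the start of myogenesis driven by retroviral MyoD, the transcription factor that turns other cell types into muscle. Groups were taken from the sample titles. The growth protocol in the labels mentions MyoD for all 4 samples, while the deposited files of the preadipocytes are named for a vector and those of the myocytes for MyoD. Myod1 had an RPKM of 1.44 in GFP and 2.70 in Cre preadipocytes, against 102.2 and 49.3 in the myocytes, so that stage and MyoD expression cannot be told apart in these data.

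The authors aligned the reads to mouse genome build NCBI37 (mm9) with the Illumina analysis pipeline and counted the mapped reads that fell on exons of RefSeq transcripts. The deposited read count is a whole number for each RefSeq accession and is not normalized. The authors also deposited RPKM, the read count divided by the exonic length in kilobases and scaled to the reads of the library. How reads with several alignments or duplicates were treated is not stated in the labels or the methods. Each file held the same 29082 accessions, of which 2979 were non-coding. A total of 28436 accessions (97.8%) were matched to a gene symbol through a RefSeq gene table, and the remaining accessions kept their own identifier. Because 33.5% of the accessions belong to a gene with more than 1 accession, exons shared by isoforms are counted repeatedly. The counts of changed genes below are counts of accessions and are called transcripts. Genes with near-identical copies are uncertain: Gapdh, which has many pseudogenes, had an RPKM of 3.08, 1.19, 2.64 and 0.744 in GFP preadipocytes, GFP myocytes, Cre preadipocytes and Cre myocytes, so that reads with several alignments appear to have been lost.

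The read total behind each RPKM and the exonic length of each transcript were recovered from the ratio of count to RPKM. The totals were 27645606 for GFP preadipocytes, 18460154 for GFP myocytes, 15358941 for Cre preadipocytes and 25076962 for Cre myocytes. The highest total was 1.80 times the lowest. For a transcript of 2 kb, 3 reads, taken as the smallest detectable amount, correspond to an RPKM of 0.0543, 0.0813, 0.0977 and 0.0598 in the same order. Intervals on RPKM and on RPKM ratios cover read counting only, since the reads carry no molecular identifiers and no group has a replicate. No interval of any kind below covers differences between cultures.

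Thresholds followed the study. A transcript was called expressed when its RPKM exceeded 1 in at least 1 of the 2 GFP libraries, and changed when the plain ratio of RPKM exceeded 2.5-fold. For the comparison within Cre cells, the 2 Cre libraries defined expression. MLL4-dependent transcripts were those more than 2.5-fold lower in Cre than in GFP myocytes. With 1 library per group there is no replicate check on any difference, and no p-value across genes is given. Shares are given with Wilson 95% confidence intervals, and RPKM ratios with exact (Clopper-Pearson, conditional binomial) 95% intervals that compare the reads of the 2 libraries, not the conditions. Medians of log2 ratios used RPKM + 0.1, which understates the change of weakly expressed genes, and have order-statistic 95% intervals over genes. For 8 gene lists written beforehand, the median was placed among 10000 random lists of the same size matched on mean expression in 20 bins, with the transcript of highest mean RPKM standing for each gene. A list counted in a comparison only genes with RPKM over 1 in at least 1 of the 2 libraries compared.

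Named genes were fixed by rule before the data were examined: the genes encoding MLL4 and MLL3, Myod1, Myog, Ckm and the Myh gene with the highest RPKM in GFP myocytes, then the 5 up-regulated genes with the largest fall in Cre myocytes, the 3 with the largest induction whose Cre to GFP ratio in myocytes was within 1.5-fold, the 3 with the largest rise in Cre myocytes, and the 2 with the largest fall and the 2 with the largest rise in Cre preadipocytes. Ranks used the end of the counting interval nearest to no change, among genes with RPKM over 1 in at least 1 of the 2 libraries compared, and unnamed gene models were skipped. Of the 5 genes with the largest fall, 1 is not reported here. Coordinates are those of GENCODE M1 on NCBIM37, the same assembly as mm9.

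The scripts were tested on simulated libraries drawn from the real read totals, with 200 changed transcripts. The 4-fold changes were all recovered (100% of induced, of repressed and of lost-induction transcripts), and 0% of unchanged transcripts with enough reads were called induced. The changed transcripts were drawn only from well-expressed ones with at least 20 reads in every library, with noise from read counting alone. Their recovery past a 2.5-fold cutoff was thus nearly certain, and it does not cover transcripts with few reads. Counting intervals held the true ratio in 95.1% of cases, and 5 of 100 random gene lists fell outside the central 95% of matched lists. Centring by length left a correlation of 0.109 with log length, so that the correction for length is not complete.

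Alternatives fixed before the data were examined were pseudocounts of 0.1 and 1, an expression threshold of 3, a minimum of 10 reads, fold cutoffs of 2 and 4, library scaling by edgeR TMM or by DESeq2 size factors, a random split of the GFP myocyte reads over 20 draws, thinning to the smallest library, centring within 20 bins of exonic length, and expression in any of the 4 libraries. Counting 1 transcript per gene, dropping transcripts under 200 bases, using the Cre preadipocyte library as the baseline subtracting carried-over reads, selecting transcripts on the mean log2 induction of GFP and Cre cells, and applying the TMM and DESeq2 scaling to the other named genes were chosen after seeing the data. The share of carried-over reads in each preadipocyte library was the median over the 50 genes with the lowest share of their GFP myocyte reads in the other preadipocyte library, among genes outside the lists with at least 500 such reads. TMM factors were 0.921, 1.08, 0.924 and 1.09 and DESeq2 size factors 1.24, 0.924, 0.693 and 1.27 for GFP preadipocytes, GFP myocytes, Cre preadipocytes and Cre myocytes. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. The chromatin data of the study and its adipogenesis libraries were not analysed here.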

Results

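The data comprised 4 RNA-Seq libraries in a 2 by 2 design, GFP and Cre preadipocytes and GFP and Cre D5 myocytes, all from Mll3-/-;Mll4f/f brown preadipocytes. GFP cells lack MLL3 only, and Cre cells lack MLL3 and MLL4. Each group held 1 library, so no difference below has a replicate check. Exonic reads summed over transcripts were 30522148 in GFP preadipocytes, 20013823 in GFP myocytes, 16590008 in Cre preadipocytes and 26641852 in Cre myocytes. The 10 most abundant transcripts took between 3.94% and 4.78% of these reads. Transcripts with RPKM over 1 numbered 14690, 16127, 14951 and 15629 in the same order. Across 12466 genes, log2 expression correlated between libraries with Pearson coefficients from 0.805 (GFP myocytes against GFP preadipocytes) to 0.938 (Cre against GFP preadipocytes), a description across genes, which are not replicates. Xist, the non-coding RNA of the inactive X chromosome, had an RPKM of 28.2 in GFP preadipocytes, 128.6 in GFP myocytes, 71.5 in Cre preadipocytes and 142.6 in Cre myocytes. Ddx3y, Eif2s3y, Kdm5d and Uty on the Y chromosome had 0 reads in all 4 libraries.

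The targeted gene was examined first. Kmt2d (transcript NM_001033276, named Mll2 in GENCODE M1, NCBIM37 chromosome 15, 98662100 to 98701614, minus strand, protein coding) had an RPKM of 8.96 in GFP preadipocytes (4913 reads), 18.6 in GFP myocytes (6806 reads), 14.6 in Cre preadipocytes (4438 reads) and 20.2 in Cre myocytes (10068 reads). The Cre to GFP ratio was 1.63 (exact 95% interval 1.56 to 1.69) in preadipocytes and 1.09 (1.06 to 1.12) in myocytes. Whole-transcript expression was thus not lower in Cre cells. The floxed block covers exons 16 to 19 of the 55 exons in the annotation, from 98687819 to 98688654 on chromosome 15. These coding exons hold 505 of 19805 exonic bases (2.55%), and with reads spread evenly along the transcript a complete loss of reads from them would lower the RPKM by about that share. The deposited counts are not resolved by exon, so that deletion of Mll4 could not be read from these values. The study reported the deletion by other evidence from preadipocytes given GFP or Cre. It showed RNA-Seq reads along the gene with exons 16 to 19 marked, qRT-PCR of Mll4, and disruption of the MLL4 complex by immunoprecipitation. In the 624 genes of the longest length class, which contains Kmt2d, the median Cre to GFP ratio in preadipocytes was 1.65.

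Kmt2c (NM_001081383, Mll3 in GENCODE M1, chromosome 5, 24777612 to 25004601, minus strand), disrupted in all 4 cultures, had an RPKM of 0.518, 2.84, 1.68 and 3.53 in GFP preadipocytes, GFP myocytes, Cre preadipocytes and Cre myocytes. Its Cre to GFP ratio was 3.25 (2.77 to 3.82) in preadipocytes and 1.24 (1.14 to 1.35) in myocytes. With an exonic length of 16820 bases, Kmt2c lies in the same longest length class as Kmt2d. The median preadipocyte ratio of that class was 1.65, so a part of the 3.25 may be the rise of long transcripts at large.

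To see whether myogenesis took place in each culture, MyoD and muscle marker genes were compared. Myod1 (NM_010866, chromosome 7, 53631844 to 53634462, plus strand) rose from an RPKM of 1.44 in GFP preadipocytes to 102.2 in GFP myocytes and from 2.70 in Cre preadipocytes to 49.3 in Cre myocytes. Reads of the retroviral MyoD coding sequence and of the endogenous gene fall on the same transcript. The Cre to GFP ratio in myocytes was 0.483 (0.458 to 0.509). Myog, which encodes myogenin (NM_031189, chromosome 1, 136186581 to 136189124, plus strand), rose from 0.684 to 102.6 in GFP cells and from 1.19 to 11.6 in Cre cells. The fold induction was 149.9 (103.5 to 226) in GFP cells and 9.75 (6.61 to 14.98) in Cre cells, and these intervals do not overlap. Myog had 28 reads in GFP and 27 in Cre preadipocytes, against 2802 in GFP myocytes. Reads carried over from GFP myocytes, weighed further below, could account for these preadipocyte reads. Both fold inductions may thus be too low. The Cre to GFP ratio of Myog in myocytes, 0.113 (0.102 to 0.125), does not use them. Ckm, which encodes muscle creatine kinase (NM_007710, chromosome 7, 19996443 to 20006932, plus strand), reached 6.51 (170 reads) in GFP myocytes and 0.535 (19 reads) in Cre myocytes, a ratio of 0.0823 (0.0483 to 0.132). In preadipocytes Ckm had 5 reads in the GFP library and 1 in the Cre library, and a difference between them was not detectable at this depth. Myh9, a non-muscle myosin gene and the Myh gene with the highest RPKM in GFP myocytes (NM_022410, chromosome 15, 77591017 to 77672605, minus strand), fell from 397.7 to 207.0 in GFP cells and from 398.9 to 181.1 in Cre cells. Its counting interval in Cre over GFP preadipocytes, 0.991 to 1.01, included 1.

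**Figure D1:**
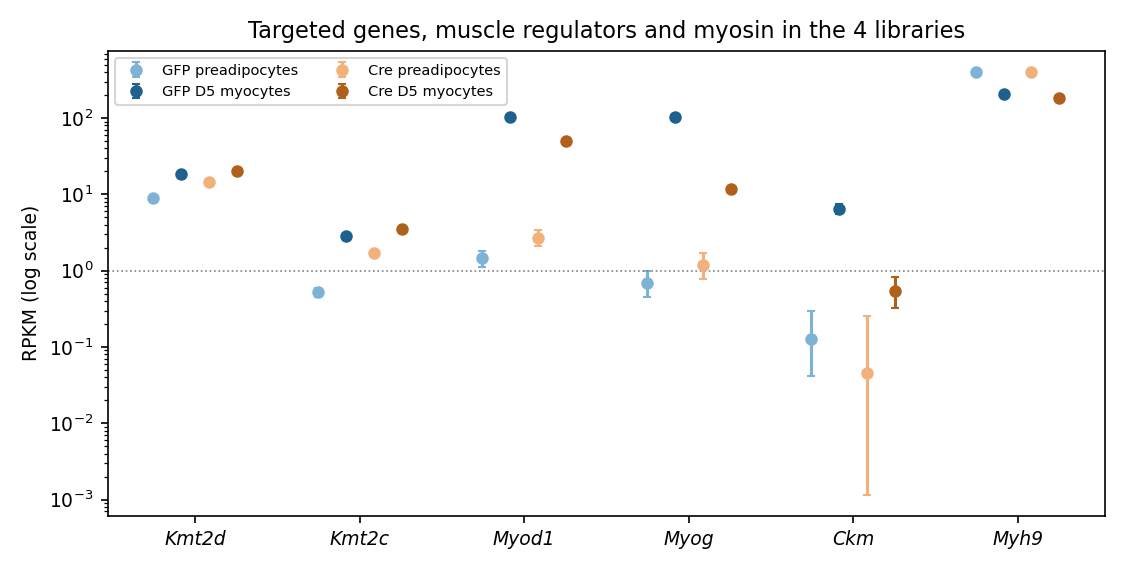
RPKM on a log axis of Kmt2d, Kmt2c, Myod1, Myog, Ckm and Myh9 in the 4 libraries, 1 point per library, with exact Poisson 95% intervals for read counting; the dotted line marks an RPKM of 1. Kmt2d lies between 8.96 and 20.2 in all 4 libraries, while Myog reaches 102.6 in GFP myocytes and 11.6 in Cre myocytes.

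To find genes regulated during myogenesis, GFP myocytes were compared with GFP preadipocytes. Of 16395 expressed transcripts (12196 genes), 2614 were up-regulated over 2.5-fold (15.9%, Wilson 95% interval 15.4 to 16.5) and 1079 were down-regulated (6.58%, 6.21 to 6.97). The up-regulated transcripts belonged to 2000 genes. Among the alternatives tried, a pseudocount of 1 changed the up-regulated count most, to 1596. The down-regulated count ran from 350 with a fold cutoff of 4 to 1994 with a cutoff of 2. The up-regulated transcripts were long, with a median exonic length of 3554 bases, and the down-regulated ones short, with a median of 1532 bases, against 2849 bases for all expressed transcripts.

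This difference in length was examined over all pairs of libraries. Across 12466 genes, Spearman's rho of log2 ratio and exonic length was 0.404 for GFP myocytes over GFP preadipocytes, 0.469 for Cre over GFP preadipocytes and 0.360 for Cre myocytes over GFP preadipocytes. It was 0.168 for GFP myocytes over Cre preadipocytes, 0.121 for Cre myocytes over Cre preadipocytes and -0.0649 for Cre over GFP myocytes. The comparisons that involve the GFP preadipocyte library thus contained a trend with transcript length that was small in the others. Counted against the Cre preadipocyte library, 472 transcripts were down-regulated in GFP myocytes.

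**Figure D2:**
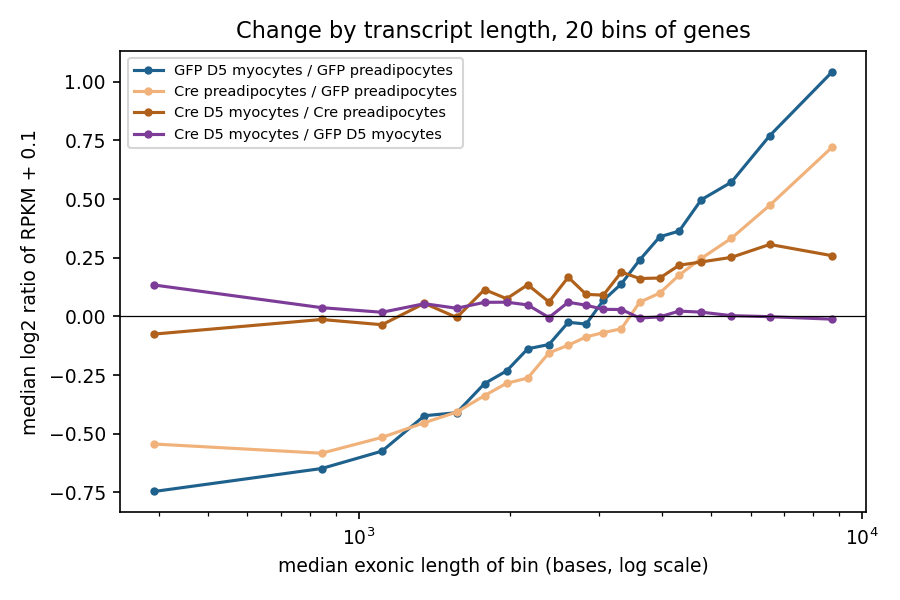
Median log2 ratio of RPKM + 0.1 (vertical axis) in 20 bins of genes by exonic length in bases (horizontal log axis), 1 line per pair of libraries. GFP myocytes over GFP preadipocytes run from -0.75 in the shortest bin to 1.04 in the longest and Cre over GFP preadipocytes from -0.54 to 0.72, while Cre over GFP myocytes run from 0.13 to -0.01.

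The effect of MLL4 loss was then examined in myocytes. Among the 16395 expressed transcripts, 1222 (7.45%, 7.06 to 7.87) were MLL4-dependent, over 2.5-fold lower in Cre than in GFP myocytes, and 180 (1.10%, 0.949 to 1.27) were over 2.5-fold higher. Falls were 6.79 times as frequent as rises. With expression in any of the 4 libraries, 299 transcripts were higher in Cre myocytes, since genes silent in both GFP libraries then count. A pseudocount of 1 lowered the number of MLL4-dependent transcripts to 647.

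To ask whether induced genes in particular need MLL4, the 2 sets were overlapped. Of the 2614 up-regulated transcripts, 827 (31.6%, 29.9 to 33.4) were MLL4-dependent, and 195 would be so with equal shares. These 827 transcripts belonged to 610 genes. The share was 4.24 times that of all expressed transcripts. Among the 13781 expressed transcripts that were not up-regulated, 395 were MLL4-dependent (2.87%, 2.60 to 3.16). Of the 1079 down-regulated transcripts, 120 were MLL4-dependent (11.1%, 9.38 to 13.1). The ratio of 4.24 was highest, 7.46, with a pseudocount of 1 and lowest, 2.99, with a fold cutoff of 2. The GFP myocyte library enters both comparisons, as numerator and as denominator, which alone can create overlap. When its reads were split at random and each part was used in 1 comparison, the ratio was 4.18. The other 1787 up-regulated transcripts (68.4%) were not MLL4-dependent.

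**Figure D3:**
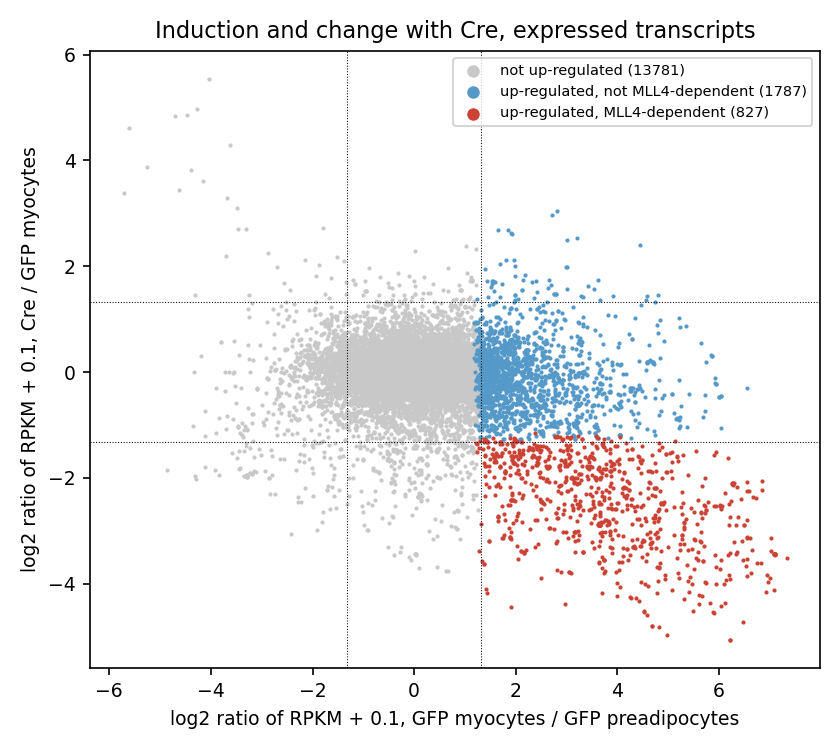
Each point is an expressed transcript, with its log2 ratio of RPKM + 0.1 in GFP myocytes over GFP preadipocytes on the horizontal axis and in Cre over GFP myocytes on the vertical axis; dotted lines mark 2.5-fold. The 827 up-regulated MLL4-dependent transcripts (red) lie low on the right, beside 1787 other up-regulated (blue) and 13781 remaining transcripts (grey).

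Among the up-regulated genes with the largest fall were Il33, Mfap4, Apol9b and Camk2a. Il33 (NM_133775, chromosome 19, 29999604 to 30035194, plus strand) had an RPKM of 0.0999 in GFP preadipocytes, 14.8 in GFP myocytes and 0.346 in Cre myocytes, a Cre to GFP ratio of 0.0234 (0.0146 to 0.0357). Mfap4 (NM_029568, chromosome 11, 61298933 to 61302402, plus strand) had 68.5 in GFP and 2.504 in Cre myocytes, a ratio of 0.0366 (0.0294 to 0.0450). Apol9b (NM_173743, chromosome 15, 77559502 to 77566811, plus strand) fell from 136 to 3 reads, a ratio of 0.0162 (0.00331 to 0.0485). Camk2a (NM_009792, chromosome 18, 61085272 to 61147806, plus strand) had an RPKM of 6.83 and 0.234, a ratio of 0.0342 (0.0219 to 0.0511).

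Among genes whose expression in Cre myocytes was within 1.5-fold of GFP myocytes, the largest inductions in GFP cells were those of Igf1, St8sia2 and Mest. Igf1 (NM_001111275, chromosome 10, 87321010 to 87399792, plus strand) rose 71.2-fold (61.2 to 83.2) in GFP cells and 31.9-fold (27.2 to 37.6) in Cre cells, with a Cre to GFP ratio of 0.723 (0.701 to 0.746) in myocytes. Mest (NM_001252293, chromosome 6, 30673547 to 30698457, plus strand) rose 61.8-fold (56.4 to 67.9) and 15.2-fold (14.2 to 16.2), with a ratio of 0.863 (0.847 to 0.880). St8sia2 (NM_009181, chromosome 7, 81084005 to 81158568, minus strand) rose 81.5-fold (55.8 to 124.2) and 20.1-fold (14.9 to 27.6), with a ratio of 0.738 (0.686 to 0.794). Igf1 had 174 reads in GFP and 156 in Cre preadipocytes, against 8267 in GFP myocytes. St8sia2 had 27 and 45, against 1470. Carried-over reads, weighed further below, could account for much of these preadipocyte reads and for a part of those of Mest. The fold inductions may thus be too low, and their difference between GFP and Cre cells is uncertain. The Cre to GFP ratios in myocytes do not use these reads. The largest rises in Cre myocytes were those of Bmp3, Pcdh10 and Tnmd. Bmp3 (NM_173404, chromosome 5, 99283458 to 99309979, plus strand) rose 14.7-fold (9.48 to 23.98) over GFP myocytes, from 21 to 419 reads. Pcdh10 (NM_001098172, chromosome 3, 45182320 to 45238488, plus strand) rose 13.8-fold (7.32 to 29.2), and Tnmd (NM_022322, chromosome X, 130385519 to 130400116, plus strand) 7.88-fold (7.08 to 8.79). All 3 were also higher in Cre than in GFP preadipocytes, Bmp3 by 3.96-fold (1.27 to 14.5), Pcdh10 by 52.2-fold (19.8 to 194.8) and Tnmd by 14.04-fold (11.1 to 17.9).

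The program in Cre cells was measured within the Cre libraries. Of 15936 transcripts expressed in Cre cells, 1401 (8.79%, 8.36 to 9.24) were up-regulated and 677 (4.25%, 3.95 to 4.57) down-regulated in Cre myocytes over Cre preadipocytes. The up-regulated count ran from 702 with a fold cutoff of 4 to 2118 with a cutoff of 2. Of the 2614 transcripts up-regulated in GFP cells, 873 (33.4%) were also up-regulated in Cre cells. Over these 2614 transcripts the median log2 induction was 2.22 in GFP and 1.03 in Cre cells. The median difference of log2 induction between Cre and GFP cells was -1.34 (95% interval over genes -1.39 to -1.29), and induction was lower in Cre cells for 91.1% of the transcripts. Selecting transcripts on their induction in GFP cells by itself pushes this difference below 0. A selection on the mean log2 induction of GFP and Cre cells, chosen after seeing the data, gives both equal weight. For its 1965 transcripts the median difference was -1.15 (-1.26 to -1.04), with induction lower in Cre cells for 77.9%. It can still favour a negative difference if induction varies more in GFP cells. Over all 16741 transcripts expressed in at least 1 of the 4 libraries, the median difference was 0.06 (0.04 to 0.07), with induction lower in Cre cells for 47.2%. The measure over the 2614 transcripts includes the GFP preadipocyte library. It was -0.91 with a pseudocount of 1, the setting that moved it most, and -1.40 after centring by length.

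Before differentiation, 640 of the 16395 expressed transcripts (3.90%, 3.62 to 4.21) were over 2.5-fold lower and 917 (5.59%, 5.25 to 5.96) over 2.5-fold higher in Cre than in GFP preadipocytes. These counts ran from 277 and 304 with a pseudocount of 1 to 1086 and 1445 with a fold cutoff of 2. Of the 1222 MLL4-dependent transcripts, 342 (27.99%) were also over 2.5-fold lower in Cre preadipocytes, while 165 were instead counted as higher there. The largest falls were those of Ly6a (NM_010738, chromosome 15, 74825308 to 74828064, minus strand), from 117 reads to 0, where 3 reads would correspond to an RPKM of 0.236, and Galnt18 (NM_173739, Galntl4 in GENCODE M1, chromosome 7, 118615175 to 118923491, minus strand), from an RPKM of 11.6 to 0.556, a ratio of 0.0479 (0.0299 to 0.0731). The largest rises were those of Slc5a7 (NM_022025, chromosome 17, 54412919 to 54438359, minus strand), by 45.3-fold (32.3 to 65.5), and Pde1a (NM_001009978, chromosome 2, 79674610 to 79969632, minus strand), by 51.6-fold (29.2 to 100.8). In myocytes Slc5a7 had 18 reads in the GFP and 8 in the Cre library.

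To place these changes, 8 lists of genes were compared with random lists of matched expression. Of 56 skeletal muscle contractile genes, 50 were expressed in myocytes, and all 50 were lower in Cre than in GFP myocytes, with a median log2 ratio of -3.34 (-3.45 to -3.07). None of the 10000 random lists had a lower median. The same 50 genes had a median induction of 5.68 (5.11 to 6.23) in GFP cells, and all 50 were both up-regulated and MLL4-dependent. Within Cre cells contractile genes still rose, by a median of 2.14 (1.85 to 2.38, 35 genes), with 32 of the 35 higher in myocytes. Myogenic regulators had a median of -1.08 (-2.24 to -0.58, 20 genes) in Cre over GFP myocytes, with 18 of 20 lower, and no random list was lower. Interferon-stimulated genes, which cells switch on in response to interferon, rose by a median of 4.70 (3.85 to 5.52, 28 genes) in GFP cells and by 1.38 (0.94 to 1.98, 23 genes) in Cre cells. In myocytes all 28 were lower in Cre than in GFP cells, with a median of -2.09 (-2.54 to -1.50), and 22 of them were up-regulated and MLL4-dependent.

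The remaining lists moved less in Cre over GFP myocytes. The p53 target genes had a median of -0.55 (-1.09 to -0.14), below all random lists, and extracellular matrix genes -0.31 (-0.55 to -0.10), with 1 random list lower. Adipocyte genes had -0.43 (-1.06 to 0.24), with 73 random lists lower. Cell cycle genes had 0.24 (0.15 to 0.30), with 42 random lists higher. Ribosomal protein genes had -0.01 (-0.19 to 0.09), within the range of random lists, and 0.02 under TMM scaling. These ribosomal protein genes were lower in GFP myocytes than in GFP preadipocytes by a median log2 ratio of -1.80 (-1.94 to -1.65), which centring by length reduced to -1.03, and were also lower in Cre than in GFP preadipocytes, at -0.92 (-0.99 to -0.85).

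In Cre over GFP preadipocytes, contractile genes had a median of 0.63 (0.05 to 1.02, 16 genes), with 55 random lists higher, myogenic regulators 0.67 (0.03 to 1.15, 16 genes), with 4 higher, interferon-stimulated genes 1.05 (0.46 to 2.13, 13 genes), with 3 higher, and extracellular matrix genes 0.37 (0.04 to 0.98, 28 genes), with 0 higher. The p53 target genes, at 0.08 (-0.24 to 0.44), lay inside the central 95% of random lists. In all, 12 of the 16 medians of Cre over GFP cells, 8 lists at each of 2 stages, lay outside the central 95%. The number was also 12 with a pseudocount of 1 and after centring by length. It was 12 under TMM and DESeq2 scaling as well. Scaling shifts a list and its random lists nearly alike, so these 2 settings could hardly change the number.

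**Figure D4:**
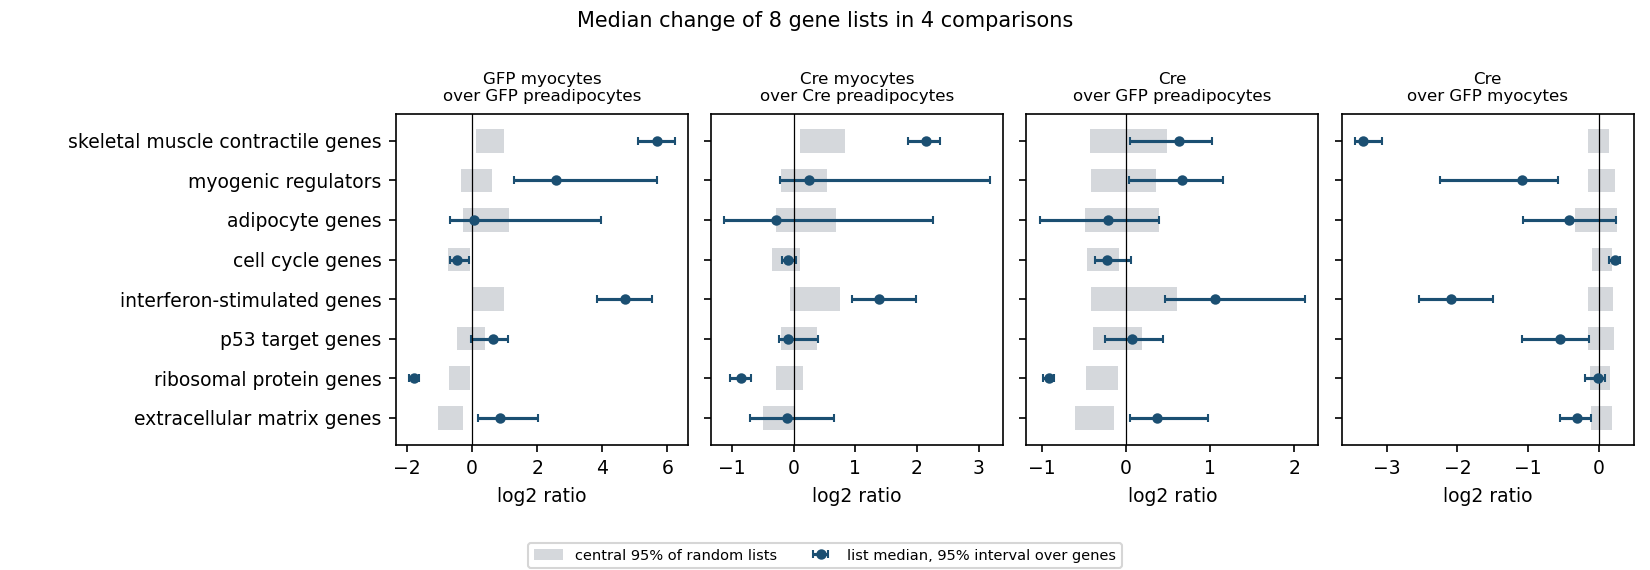
Median log2 ratio of RPKM + 0.1 (horizontal axis) of 8 gene lists (rows) in 4 comparisons (panels with separate scales); points are medians, bars their 95% interval over genes, and grey boxes the central 95% of 10000 random lists of matched expression. In Cre over GFP myocytes the contractile genes lie at -3.34 and the interferon-stimulated genes at -2.09, left of the grey boxes.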

Values the study reported

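The study reported that 2,774 genes (16.5%) were up-regulated and 1,108 (6.6%) down-regulated over 2.5-fold between brown preadipocytes and myocytes. It gave 16,805 expressed genes in this comparison, of which 1,155 depended on MLL4. Of the 2,774 up-regulated genes, it counted 836 as MLL4-dependent.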

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

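Centring by length was among the alternatives fixed before the data were examined. The other tests in this part were chosen after the results were seen. In 4 of the 8 gene lists the median change with Cre lay above the central 95% of random lists in preadipocytes and below it in myocytes, with medians of opposite sign. The p53 target and cell cycle genes also had medians of opposite sign, but lay inside the central 95% in preadipocytes. The difference between stages was not tested, since each stage has 1 library per genotype. The Cre effect in myocytes minus the Cre effect in preadipocytes, as a median log2 value over genes, was -3.59 (95% interval over genes -4.08 to -3.23) for contractile genes, -1.89 (-2.83 to -1.37) for myogenic regulators, -3.10 (-3.62 to -2.48) for interferon-stimulated genes and -0.95 (-1.58 to -0.50) for extracellular matrix genes. The myocyte effect was the lower of the 2 in 50 of 50, 20 of 20, 28 of 28 and 24 of 29 genes. These genes had RPKM over 1 in at least 1 of the 4 libraries. Only 16 contractile, 16 myogenic, 13 interferon-stimulated and 28 extracellular matrix genes had RPKM over 1 in at least 1 preadipocyte library. For the others the pseudocount draws the preadipocyte effect toward 0. All 50 contractile and all 28 interferon-stimulated genes were lower in Cre myocytes, so their counts largely restate that fall.

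Transcript length was weighed by centring the log2 ratios within 20 length bins. The lists then stood at percentile 100, 100, 99.91 and 100 of the random lists in preadipocytes, in the order above, so that the length trend of the GFP preadipocyte library left the higher preadipocyte expression in place for all 4 lists.

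Carry-over of GFP myocyte reads into the preadipocyte libraries was weighed by subtracting an estimated share of those reads. Contractile genes then had a preadipocyte median of 0.01 (8 genes left) and stood at percentile 57.5. This does not decide the question for this list, since the subtracted shares, 1.69% in Cre and 1.62% in GFP preadipocytes, exceed those of the median contractile gene, 1.44% and 1.27%, and so empty many of these genes by construction. Higher contractile expression in Cre preadipocytes cannot be told apart from carry-over. Myogenic regulators kept a median of 0.60 (percentile 99.9), interferon-stimulated genes 1.27 (percentile 99.99) and extracellular matrix genes 0.22 (percentile 100). The subtracted share is rough and more likely too large than too small, since single genes such as Camk2a in Cre preadipocytes (0.372%) and Mybph in GFP preadipocytes (0.541%) lie far below it.

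For myogenic regulators, interferon-stimulated genes and extracellular matrix genes, neither length nor carried-over reads accounted for the opposite directions. A difference between single cultures was not excluded, so that a stage-dependent effect of MLL4 cannot be told apart from it.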

How the results depend on the processing

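The measures that answer the comparisons had 146 values under alternative settings. Of these, 102 stayed close to the reported value (a count within 1.5-fold, another value within its 95% interval) and 44 moved beyond that. Most of these values are counts, which have no direction. The ratio of the MLL4-dependent share in up-regulated transcripts to that in all expressed transcripts stayed above 1 in all 16 alternatives, from 2.99 to 7.46. The median difference of induction ran from -1.51 to -0.91 in 8 alternatives. In 7 of them its sign is favoured by the selection of transcripts on GFP induction, and selection on the mean log2 induction of GFP and Cre cells, chosen after seeing the data, gave -1.15. The Kmt2d ratio under TMM and DESeq2 scaling ran from 1.62 to 1.66 in preadipocytes and from 1.08 to 1.11 in myocytes.

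A pseudocount of 1 gave 1596 transcripts up-regulated in GFP myocytes, 647 MLL4-dependent, 470 of them up-regulated, 86 higher in Cre myocytes, 277 lower and 304 higher in Cre preadipocytes, 709 up-regulated in Cre cells, a ratio of shares of 7.46 and a median difference of -0.91. A pseudocount of 0.1 gave a ratio of 4.54. An RPKM threshold of 3 gave 803 MLL4-dependent transcripts, 521 of them up-regulated, 87 higher in Cre myocytes, 426 lower and 598 higher in Cre preadipocytes, 890 up-regulated in Cre cells and a ratio of 5.18.

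A fold cutoff of 2 gave 1994 down-regulated, 373 higher in Cre myocytes, 1086 lower and 1445 higher in Cre preadipocytes, 2118 up-regulated in Cre cells and a ratio of 2.99. A cutoff of 4 gave 1613 up-regulated and 350 down-regulated, 750 MLL4-dependent, 531 of them up-regulated, 45 higher in Cre myocytes, 299 lower and 365 higher in Cre preadipocytes, 702 up-regulated in Cre cells and a ratio of 7.20. These counts follow from the cutoffs, which admit more or fewer transcripts.

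TMM scaling gave 1621 down-regulated transcripts, a ratio of 4.95 and a median difference of -1.51. DESeq2 scaling gave 4.72 and -1.47, and centring by length 4.57 and -1.40. Expression in any of the 4 libraries gave 299 transcripts higher in Cre myocytes. With the Cre preadipocyte library as the baseline, chosen after seeing the data, 472 transcripts were down-regulated and the ratio was 6.52. Subtracting carried-over reads, also chosen after seeing the data, gave a median difference of -1.27. The cause of the shifts under scaling, centring, baseline, subtraction and selection was not tested.

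Of 76 values for single genes, all under TMM or DESeq2 scaling, 73 stayed the same and 1 reversed. Each scaling multiplies all ratios of a comparison by the same factor, so these values do not test the genes separately. Myh9 in Cre over GFP preadipocytes went from 1.003, with an interval that included 1, to 0.998 under DESeq2 scaling. This is the small common shift of that scaling. Under TMM the counting intervals of Myog (ratio 1.77) and Myh9 (1.02) in preadipocytes no longer included 1. Of 64 values for gene lists, 62 stayed the same. Contractile genes in Cre over GFP myocytes were at -2.72 with a pseudocount of 1, and ribosomal protein genes in Cre over GFP preadipocytes at -0.37 after centring by length. Depth limits genes with few reads such as Ckm, with 5 and 1 reads in preadipocytes.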

Other observations

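The tests of length in the GFP preadipocyte library, of Kmt2d, of interferon-stimulated genes at each stage, of the spread of contractile genes, of carried-over reads and of the Cre-induced set were chosen only after the results were seen; the others were chosen before.

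Ratios against the GFP preadipocyte library rose with transcript length. The rho of 0.404 in GFP myocytes over GFP preadipocytes meets what a length bias between libraries would give. The largest rho among the 3 pairs without that library was 0.168, so a length bias of the GFP preadipocyte library alone is a candidate explanation, for example from its RNA or its preparation. Leaving out 174 ribosomal protein genes gave a rho of 0.390, and centring in 20 bins of GC content gave 0.399, from 0.427 in the same genes, so that neither accounted for the trend. Loss of MLL4 gave -0.0649 in myocytes, and myogenic differentiation gave 0.121 within Cre cells. The numbers of transcripts up- and down-regulated in GFP cells, and the comparison of Cre with GFP preadipocytes, could therefore include a part that comes from this library. The comparison of Cre with GFP myocytes, at a rho of -0.0649, shows little of it.

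Kmt2d, which was higher in Cre than in GFP preadipocytes by a ratio of 1.63, stood at percentile 47.9 of the 624 genes in its length bin. Its rise may thus be the rise of long transcripts at large.

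The overlap of up-regulated and MLL4-dependent transcripts was weighed against 3 technical explanations. With the reads of GFP myocytes split between the comparisons, the ratio of shares stayed at 4.18, so counting noise was not the source. Up-regulated transcripts were MLL4-dependent 7.03 times as often as transcripts not up-regulated that were matched on GFP myocyte RPKM, which had a share of 4.50%. Without matching, the share of transcripts not up-regulated was 2.87%. Expression level may thus account for a part of the difference, but not for all of it. Variation of the whole GFP myocyte library would also create overlap and is not removed by a split of its reads. For the 1247 transcripts up-regulated between the Cre libraries and expressed in GFP cells, a set chosen without that library's fold change, 191 (15.3%) were MLL4-dependent, a ratio of 2.05. The overlap was thus present without the GFP myocyte library in the first comparison, though smaller. Here the Cre myocyte library enters both comparisons, once as the higher and once as the lower value, which by itself works against overlap. The smaller ratio therefore does not show how much of 4.24 came from the shared GFP myocyte library. A need for MLL4 in induction is a hypothesis that these values leave standing, and a difference between single cultures is not excluded.

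The fall of muscle genes in Cre myocytes has other possible explanations. Myod1 had a Cre to GFP ratio of 0.483, so that less MyoD in the Cre culture could lower its targets. Reads of the retroviral and the endogenous gene were not told apart, so the ratio does not show which of them was lower. Whether the lower Myod1 is a source or a part of the fall cannot be told. In the study, cells were selected for the retrovirus before they received either adenovirus. It also blotted MyoD protein before differentiation, an earlier time than that of the D5 myocyte libraries. A smaller share of differentiated cells in the Cre culture would lower all contractile genes by a similar factor. The interquartile range of their log2 ratios was 0.79, against a median of 1.65 in random lists of the 1939 up-regulated genes, at percentile 0.26. All 50 contractile genes were MLL4-dependent, against 607 of the 1939 genes behind the random lists. A narrower spread than in such mixed lists was therefore likely in advance and does not decide the question. A smaller share of differentiated cells may contribute, and a failure of each cell to differentiate without MLL4 would also give this pattern.

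The response to the viruses was weighed on the interferon-stimulated genes, which stood at percentile 99.97 in Cre over GFP preadipocytes. An unequal antiviral response to the 2 adenoviruses may therefore add to the differences between Cre and GFP cells. In myocytes the same genes were lower in Cre cells. Ratios of Cre over GFP myocytes hardly followed transcript length (rho -0.0649), so length was not the source. Centring by length could therefore change little, and left these genes at percentile 0 of the random lists in myocytes. A fall with loss of MLL4 at both stages was not seen, with a preadipocyte median of 1.05, but a rise from another source in that culture could hide it. With 1 library per group, the fall in myocytes cannot be told apart from a difference between single cultures, such as an interferon response in the GFP myocyte culture. A DNA damage response to Cre could not be judged: p53 target genes stood at percentile 89.36 in preadipocytes, and SV40 large T binds p53 in these cells.

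Contractile genes had reads in both preadipocyte libraries. Ttn had 22790 reads in GFP myocytes, and 199 and 239 in GFP and Cre preadipocytes (0.873% and 1.05%), and Myh3 had 9046, 93 and 98 (1.03% and 1.08%). Of 35 contractile genes with at least 500 GFP myocyte reads, 25 in Cre and 24 in GFP preadipocytes held between 0.5% and 2% of those reads. Near-constant shares may come from reads carried over from the GFP myocyte library, for example between lanes or in preparation. For the GFP preadipocytes, a few differentiated GFP cells in the culture would give the same 24 genes and cannot be told apart from carry-over. For the Cre preadipocytes, the contractile genes held a median of 11.7% of their Cre myocyte reads, while 64 of 7112 genes were below 5.83%, among them Rtl3 (22 reads against 2432). Such genes would argue against differentiated Cre cells in this culture only if the Cre myocyte culture were uniform, so that this source cannot be told apart from carry-over either. Acta1, Ldb3 and Tnnt2, with 21.3%, 32.4% and 12.1% of their GFP myocyte reads in GFP preadipocytes, exceeded any such share and appear expressed there. In Cre preadipocytes Acta1 held 13.6%, Ldb3 8.04% and Tnnt2 1.74%. Subtracting the estimated share, 1.69% of GFP myocyte reads in Cre and 1.62% in GFP preadipocytes, left the median difference of induction at -1.27.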
